A study of Mus musculus with 6 samples.

How the data were processed

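RNA was measured in 6 libraries of sorted mouse skin mast cells, 3 embryonic and 3 adult. Per the labels' protocols, skin was minced and digested with DNase I, collagenase, Liberase and Dispase, adult skin had its epidermis taken off in an additional Dispase step, full-length cDNA was made with a SMART-Seq v4 kit and PCR, and libraries were made by tagmentation with Nextera XT. This kit does not mark strand. The reads carry no molecular identifiers, so intervals and floors given for counts cover counting error only.

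The deposited values are counts of reads per gene. Per the file headers, featureCounts 1.5.0-p1 counted reads over exons grouped by gene with GENCODE M9, without strand (setting 0) and with reads marked as duplicates ignored. Reads aligned to several places or overlapping several genes were not counted, per the options in the file headers. Per the submitters' processing notes, STAR aligned reads to GRCm38 (mm10), and edgeR was used; their versions, and whether duplicates had been marked, are not given in the sources used here. In 1 library, Hdc held 2090995 counts over 6389 exon bases, or 327 per base. If duplicates were removed, the most abundant genes would be capped and their folds understated. Without strand, reads of a gene and of an antisense partner cannot be told apart. The table also gives exon length per gene, used as deposited.

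The table held 47643 genes. Symbols were taken by gene ID from GENCODE M21, which is on the same assembly, and 47224 IDs matched while 419 did not. Coordinates are those of the deposited table, from the first to the last exon base of a gene. All 6 sample columns were used, and 0 columns belonged to other samples. Replicates were compared before averaging: the chi-square statistic of counts per degree of freedom was 34.3 to 89.1 between libraries of a group, above counting noise, as amplified reads without molecular identifiers can be between technical replicates too. Each library counted as 1 replicate because the labels list it as one.

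Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, default filterByExpr with a minimum count of 10, robust glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05), with embryonic against adult as the term. The filter kept 15111 genes. CPM used TMM-scaled library sizes. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The biological coefficient of variation was 22.5%. The median log2 fold change of all genes was -0.02 with TMM, -0.02 with RLE and -0.04 with upper quartile scaling. For a gene with at most 3 counts in a group, the ratio of summed counts is given with a 95% exact binomial interval, or as a lower bound against 3 counts over the group.

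The main comparison, its alternatives, the rule for named genes and 40 gene lists were fixed before the data were examined. The lists were written from general knowledge of mast cells, of cell states and of other cells in skin and blood. Camera in limma 3.58.1 (preset correlation 0.01) compared each of 35 lists with at least 5 tested members with all other genes, and camera with an estimated correlation and fry were alternatives. The rule named the sort gate genes; the 12 largest changes in each direction with an adjusted p under 0.05, no overlap between groups and a mean of at least 20 CPM in the higher group, leaving out predicted genes; in each mast cell or state list the 4 smallest adjusted p-values and, where both directions passed, the smallest in the direction with fewer calls; in each list of other cells the 3 most abundant genes; and in each direction the 5 most abundant genes changed at least 2-fold. Some genes that the rule named are not reported. Lists of sort gate and sex-linked genes were checks and not tested as sets.

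Alternatives were RLE and upper quartile scaling, genes with at least 1 count, genes with at least 1 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, edgeR without robust estimation, the replicate number as a block, leaving out each replicate, and stricter thresholds. A fit without embryonic replicate 3 and adult replicate 3 was added after the data were seen. The test was run on simulated data, with 50 of the 15111 genes changed at each size in a simulation of this comparison. It recovered 14% of 1.5-fold, 52% of 2-fold, 74% of 4-fold and 84% of 8-fold changes, and 5.08% of its calls were false. In the real data 63.0% of the genes were called. The adjusted cutoff depends on that share, so the simulated recoveries need not hold for the real comparison. In 15111 simulated genes without change, camera called 0 of 35 lists. Correlations estimated in the real data were 0.586 for mitosis and 0.849 for MHC class II genes, against the preset 0.01. The simulated count is therefore no measure of false calls for lists so correlated.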

Results

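Poly(A) RNA was sequenced from 6 libraries of mast cells sorted from mouse skin. Mast cells are tissue-resident immune cells that store histamine, proteases and heparin in granules and carry the high-affinity IgE receptor when mature. The 3 embryonic libraries came from skin of E16.5 embryos and are described by the submitters as derived from hemogenic endothelium of the yolk sac. The 3 adult libraries hold mast cells that the submitters call definitive. The mice carried a tamoxifen-inducible Cre recombinase driven by Cdh5, an endothelial gene, and received 4-hydroxytamoxifen at embryonic day 7.5. The labels do not say whether the sort also used the lineage label, so the origin of the cells in either group rests on the submitters' description. Embryonic cells were sorted as CD45+ F4/80- CD64- c-Kit+ ST2+, and adult cells as CD45+ F4/80- CD64- c-Kit+ FceRI+. Age, described origin, the last gate marker and a Dispase step that removed the epidermis of adult skin all changed together, so the comparison cannot separate them. Embryonic libraries held 45114278, 34122162 and 46778093 counts in genes, and adult libraries 49813523, 44381256 and 40662062. A floor of 3 counts corresponded to 0.0603 to 0.0850 CPM per library. Values below are mean CPM ± SD over the 3 libraries of a group (n = 3), folds are those of the fitted edgeR quasi-likelihood model, and p-values are Benjamini-Hochberg adjusted. The labels do not say whether replicates were separate animals, so p-values measure only the spread between these libraries, which may be technical.

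The comparison asked how embryonic and adult skin mast cells differ in gene expression. All 26 tested mitosis genes, 9 of 10 genes of the Lin28b axis and 17 of 18 cholesterol synthesis genes were higher in embryonic cells. In adult cells 14 of 27 mast cell receptors (4 the other way), 12 of 25 cytokines and chemokines (3 the other way) and 13 of 19 interferon-stimulated genes were higher. Camera's calls of these lists were lost with an estimated correlation (adjusted p = 0.16 to 0.60 with an estimated correlation). Of 15111 tested genes, 9519 (63.0%) changed, with 4722 higher in embryonic and 4797 higher in adult cells. At least 2-fold changes numbered 2601 and 3143 in those directions, and changes of at least 10-fold numbered 474 and 863. The libraries of both groups did not overlap for 10582 genes (70.0%, against 10% by chance). Spearman correlations across genes, which are not independent replicates, were 0.985 to 0.991 within groups and 0.860 to 0.874 between them. The 10 most abundant genes took 14.7% to 16.1% of the counts in embryonic libraries and 8.79% to 9.18% in adult libraries.

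The genes of the sort gates were read first, as a check of the labels. Fcer1a (ENSMUSG00000005339.10, chromosome 1, 173221284 to 173227214 in GRCm38), the ligand-binding chain of the IgE receptor and the antigen of the adult gate, was at 5.84 ± 1.47 CPM in embryonic and 762 ± 186 CPM in adult libraries, 130-fold higher in adult (adjusted p = 2.2e-07). Il1rl1 (chromosome 1, 40429570 to 40465415), which encodes ST2, the antigen of the embryonic gate, was 1.72-fold higher in embryonic libraries, at 1521 ± 83.1 against 887 ± 43.4 CPM (adjusted p = 7.5e-05). Both differences go with the gate used, so the sort may set part of each. Neither gate selected on the marker of the other group, so a group difference may add to it, and the 2 cannot be separated. Kit (chromosome 5, 75574916 to 75656722), the receptor for stem cell factor used in both gates, was at 4968 ± 326 and 5392 ± 488 CPM and did not pass the test (log2 fold change -0.12 ± 0.11 SE, adjusted p = 0.37). Ptprc, which encodes CD45, was 2.28-fold higher in adult libraries, at 547 ± 32.0 against 240 ± 9.92 CPM. Adgre1, which encodes F4/80, the antigen gated against, averaged 0.457 CPM in embryonic and 2.98 CPM in adult libraries (log2 fold change -2.68). Its 6.41-fold difference became 15.1-fold without embryonic replicate 3. Fcgr1, which encodes CD64, had 2 counts in all embryonic and 14 in all adult libraries and was not tested, with an adult to embryonic ratio of 6.93 (95% counting interval 1.59 to 62.8). Of its 14 adult counts 12 were in adult replicate 1, and without that library 2 counts remained in each group.

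**Figure D1:**
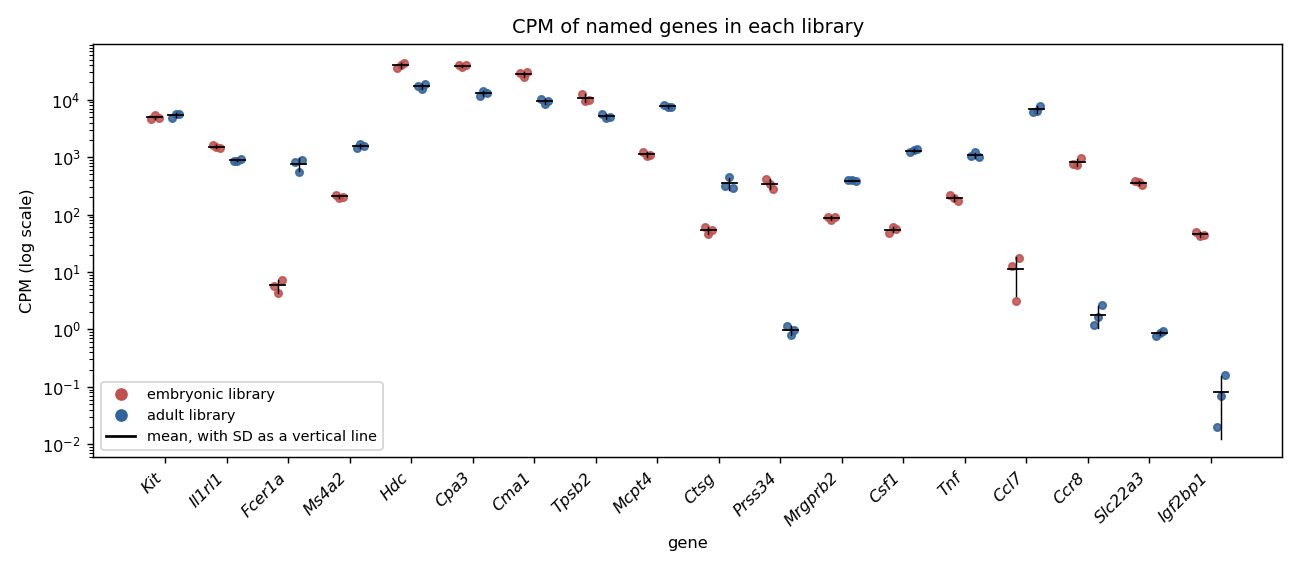
CPM of 18 named genes (log scale) in each of the 3 embryonic (red) and 3 adult (blue) libraries, with horizontal lines at the group means and vertical lines for the SD. Kit averages 4968 CPM in embryonic and 5392 CPM in adult libraries, Fcer1a lies at 4.39 to 7.32 CPM in embryonic and 552 to 907 CPM in adult libraries, and Ccr8 averages 819 CPM in embryonic libraries.

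The largest differences toward embryonic cells were in genes with low levels in the adult, at means of 1.81 CPM or less. Ccr8, a chemokine receptor (ENSMUSG00000042262.4, chromosome 9, 120092133 to 120094906), was at 819 ± 116 CPM in embryonic and 1.81 ± 0.742 CPM in adult libraries, a 459-fold difference (adjusted p = 9.4e-08). Slc22a3, an organic cation transporter (chromosome 17, 12419972 to 12507704), was at 358 ± 28.8 against 0.870 ± 0.0817 CPM, 413-fold higher (adjusted p = 9.6e-10). Cx3cr1, the fractalkine receptor, was at 167 ± 36.7 against 0.639 ± 0.0651 CPM, Hapln1, a hyaluronan link protein, at a mean of 129 against 0.255 CPM, and Tac1, the substance P precursor, at 120 ± 51.7 against 0.334 ± 0.0405 CPM. Igf2bp1, a fetal RNA-binding protein (chromosome 11, 95957163 to 96005940), was at 45.1 ± 4.10 against 0.0824 ± 0.0698 CPM, 566-fold higher (adjusted p = 2.0e-08), and 982-fold higher without adult replicate 3. The same rule named Grm6, a glutamate receptor, Sucnr1, the succinate receptor, Tfr2, transferrin receptor 2, Prss34, a protease of mast cells and basophils, Foxh1 and Gdf3, all 263-fold to 499-fold higher in embryonic libraries.

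Adult libraries were set apart by Ccl7, a monocyte-attracting chemokine (chromosome 11, 82045712 to 82047525), at 6769 ± 891 CPM against 11.1 ± 7.23 CPM in embryonic libraries, 607-fold higher (adjusted p = 0.00020). Atp6v0d2, a proton pump subunit, was at 594 ± 92.0 against 1.06 ± 0.900 CPM, 534-fold higher and 855-fold higher without embryonic replicate 3. Ighm, the immunoglobulin mu heavy chain, was at 282 ± 11.9 against 0.487 ± 0.278 CPM, Cnr1, a cannabinoid receptor, at 167 ± 73.6 against 0.213 ± 0.126 CPM, and Abca13, a lipid transporter, at 76.1 ± 4.24 against 0.0727 ± 0.0468 CPM. The rule also named Mrgprx1, a Mas-related receptor, Aard, Mill2, Klra17, a lectin-like receptor, Mpeg1, a macrophage perforin, and Cd207, the Langerhans cell lectin langerin. Their folds rest on few embryonic counts: that of Mrgprx1 went from 871 to 2305 and that of Mpeg1 from 395 to 1819 without embryonic replicate 3 (Mpeg1 213 without adult replicate 2), and that of Aard from 839 to 1542 without embryonic replicate 1. Members of the Mrgpr and Klra families are close copies, and reads that align to several were not counted, so their levels are uncertain. Among abundant genes changed at least 2-fold, Sqstm1, an autophagy receptor, was 2.97-fold higher in adult libraries at 7870 ± 820 CPM, Plek, pleckstrin, 9.69-fold higher at 7226 ± 719 CPM, and Slc7a5, an amino acid transporter, 5.03-fold higher in embryonic libraries at 6041 ± 458 CPM.

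More mast cell proteases were higher in embryonic than in adult cells, with chymase Mcpt4 and cathepsin G among the 4 higher in the adult. Cpa3, carboxypeptidase A3 (ENSMUSG00000001865.2, chromosome 3, 20215620 to 20242181), was at 38759 ± 1621 CPM in embryonic and 12887 ± 1093 CPM in adult libraries, 3.01-fold higher (adjusted p = 1.3e-06). Cma1, a connective tissue mast cell chymase (chromosome 14, 55941453 to 55944661), was 2.97-fold higher at 28047 ± 2720 CPM and Tpsb2, a tryptase, 2.09-fold higher at 10787 ± 1711 CPM in embryonic libraries. Prss34 was at 345 ± 69.3 CPM in embryonic and 0.976 ± 0.169 CPM in adult libraries. Mcpt4, another chymase (chromosome 14, 56059744 to 56062310), was 6.90-fold higher in adult libraries at 7714 ± 417 against 1119 ± 116 CPM (adjusted p = 5.7e-08), and Ctsg, cathepsin G, 6.69-fold higher at 355 ± 84.4 against 53.0 ± 7.72 CPM. Of 13 tested members of the protease list, 7 were higher in embryonic and 4 in adult cells, and 7 and 5 when adjusted over the list alone. The list as a whole did not pass camera, which compares it with all other tested genes (adjusted p = 0.14). Mcpt and tryptase genes are close paralogs, so the split of reads between them is uncertain.

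Genes of the granule matrix and amine storage were more often higher in embryonic cells. Hdc, histidine decarboxylase, which makes histamine (chromosome 2, 126593667 to 126619299), was 2.34-fold higher in embryonic libraries at 40044 ± 3957 against 17102 ± 1504 CPM, the highest embryonic mean of any tested gene (adjusted p = 1.3e-05). Hs3st1, a heparan sulfate sulfotransferase, was 4.65-fold higher at 1008 ± 105 against 217 ± 47.9 CPM, Chsy1, chondroitin sulfate synthase, 4.62-fold, Rab27a, a granule transport GTPase, 2.99-fold, and Ctsc, which activates granule proteases, 2.16-fold. Slc18a2, the vesicular monoamine transporter that loads histamine, was 2.23-fold higher in adult libraries, at 1609 ± 133 against 723 ± 116 CPM. Of 18 members, 11 were higher in embryonic and 4 in adult cells, with the same counts adjusted over the list alone. The camera adjusted p was 0.041, and the adjusted p = 0.32 with an estimated correlation. The call was also lost without adult replicate 1 (0.064) and with genes of at least 1 CPM in 3 libraries (0.079), and camera's lowest value in another setting was 0.0021.

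More genes of the IgE receptor and its signalling were higher in adult than in embryonic cells. Ms4a2, the receptor's beta chain (chromosome 19, 11615523 to 11623719), was 7.46-fold higher in adult libraries, at 1545 ± 120 against 207 ± 11.2 CPM (adjusted p = 3.2e-08). The adaptor Lat was 3.61-fold and the kinase Syk 2.60-fold higher in adult cells, while the adaptor Lcp2 was 2.26-fold higher in embryonic cells, at 1132 ± 101 against 501 ± 30.7 CPM. Fcer1g, the receptor's gamma chain, named here after its values were seen, did not pass the test (log2 fold change 0.18, adjusted p = 0.14). Of 19 members, 10 were higher in adult and 3 in embryonic cells, also when adjusted over the list alone. For the IgE receptor list camera gave an adjusted p of 0.0074, and the adjusted p = 0.33 with an estimated correlation. Fcer1a is both a member of this list and the adult gate, so its difference is set by the sort in part.

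Mast cell receptors were also more often higher in adult cells. Il1rap, the co-receptor for IL-33 and IL-1, was 28.7-fold higher in adult libraries at 293 ± 27.8 against 10.2 ± 1.70 CPM, Fcgr2b, the inhibitory IgG receptor, 12.8-fold at 282 ± 35.8 against 22.0 ± 3.33 CPM, and Mrgpra4, a Mas-related receptor, 14.2-fold. Mrgprb2, the receptor for basic secretagogues (chromosome 7, 48550965 to 48558086), was 4.51-fold higher in adult libraries, at 392 ± 13.1 against 86.9 ± 5.81 CPM (adjusted p = 8.6e-08). Of 27 tested receptors, 14 were higher in adult and 4 in embryonic cells, Il1rl1 among the latter, also when adjusted over the list alone. The camera adjusted p was 2.9e-05, and the adjusted p = 0.16 with an estimated correlation.

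Eicosanoid synthesis genes went both ways. Alox5, 5-lipoxygenase, was 36.9-fold higher in embryonic cells at 143 ± 44.5 against 3.89 ± 0.807 CPM (adjusted p = 2.6e-06), and Alox5ap, its activating protein, 2.57-fold. Ptgs1, cyclooxygenase 1, was 13.6-fold higher in embryonic cells and 21.4-fold without adult replicate 1. Hpgds, which makes prostaglandin D2, was 1.74-fold higher in adult cells, at 417 ± 15.4 against 240 ± 35.4 CPM. Of 10 eicosanoid synthesis genes, 5 were higher in embryonic and 3 in adult cells, also when adjusted over the list alone, and camera gave an adjusted p of 0.24.

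Cytokine and chemokine genes were more often higher in adult cells. Csf1, the macrophage growth factor (chromosome 3, 107741048 to 107760469), was at 1303 ± 72.9 CPM in adult and 54.7 ± 5.82 CPM in embryonic libraries, a 23.8-fold difference (adjusted p = 6.3e-09). Tnf was 5.54-fold higher at 1089 ± 106 against 197 ± 21.6 CPM, Il6 8.92-fold at 818 ± 161 against 91.7 ± 17.5 CPM, and Vegfa, an angiogenic factor, 7.46-fold. Tnfsf10, which encodes TRAIL, was 3.74-fold higher in embryonic cells. Of 25 tested members, 12 were higher in adult and 3 in embryonic cells, also when adjusted over the list alone. Camera gave the cytokine list an adjusted p of 0.0019, and the adjusted p = 0.60 with an estimated correlation. Without embryonic replicate 3, which had the highest summed CPM of the list among embryonic libraries (2307, against 1140 and 1403), 18 were higher in adult cells.

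Transcription factors and adhesion genes went both ways. Lmo2, a hematopoietic cofactor, was higher in adult libraries (log2 fold change -3.70) at 46.3 ± 2.73 against 3.55 ± 0.156 CPM (adjusted p = 1.8e-08), Bhlhe40 7.38-fold, Runx1 4.93-fold and Stat5a 3.18-fold, whereas Erg was 3.51-fold higher in embryonic libraries at 90.3 ± 14.3 against 25.7 ± 2.48 CPM. Of 26 factors, 11 were higher in adult and 7 in embryonic cells, also when adjusted over the list alone, and camera gave an adjusted p of 0.17. Cadm1, an adhesion molecule of mast cells, was 23.9-fold higher in adult cells with an adult mean of 262 ± 11.6 CPM, Itga5 5.58-fold and Cd44, the hyaluronan receptor, 3.38-fold, whereas Itga4 was 2.89-fold higher in embryonic cells. Of 20 tested integrin and adhesion genes, 9 were higher in adult and 6 in embryonic cells, also when adjusted over the list alone, and camera gave an adjusted p of 0.14.

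All 26 tested mitosis genes were higher in embryonic cells, with a median log2 fold change of 2.99. Kif11, a spindle motor, was at 117 ± 12.2 CPM in embryonic and 11.2 ± 2.11 CPM in adult libraries, 10.4-fold higher (adjusted p = 1.1e-07). Bub1b, a spindle checkpoint kinase, was 9.22-fold and Nusap1, a spindle protein, 7.61-fold higher. Kif20a was 10.1-fold higher, but 33.2% of its exon bases are shared with Cdc23, and reads there were not counted. Among DNA replication genes, Tyms, thymidylate synthase, was 7.87-fold, Uhrf1, which maintains DNA methylation, 7.66-fold, Prim1, the primase subunit, 6.09-fold and Rfc5, a clamp loader, 4.12-fold higher in embryonic cells. Pcna, the sliding clamp, was 1.72-fold higher in adult cells, at 77.6 ± 2.96 against 45.2 ± 5.04 CPM. Of 27 members, 24 were higher in embryonic and 2 in adult cells. Adjusted over the list alone, the counts were 26 for mitosis and 24 and 2 for replication. Camera gave adjusted p values of 8.9e-26 and 3.8e-09, and with an estimated correlation the adjusted p = 0.25 for mitosis and the adjusted p = 0.47 for replication.

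Most genes of the fetal Lin28b axis were higher in embryonic cells, with a summed level of 393 to 418 CPM against 115 to 131 CPM in adult libraries. Lin28b, a fetal RNA-binding protein (ENSMUSG00000063804.7, chromosome 10, 45376620 to 45470201), had 1374 counts in the embryonic and 2 in the adult libraries, a ratio of 694 (95% counting interval 192 to 5734). Lin28a, named after its values were seen, had 87 counts in embryonic libraries and none in adult libraries, at least 29.3-fold higher against 3 counts over the group. Igf2bp3 was 130-fold higher at 88.7 ± 0.336 against 0.699 ± 0.344 CPM, and Arid3a 4.67-fold. Of 10 tested members, 9 were higher in embryonic cells, also when adjusted over the list alone, and Hmga1, likewise named afterwards, did not pass (log2 fold change -0.04). Most imprinted growth genes were also higher in embryonic cells. Grb10, an inhibitor of insulin signalling, was 103-fold higher at 94.8 ± 10.2 against 0.909 ± 0.0814 CPM (adjusted p = 3.6e-09), the noncoding RNA H19 353-fold at 11.8 ± 1.31 against 0.0299 ± 0.00911 CPM, and Igf2r 16.0-fold. Cdkn1c, a cell cycle inhibitor, was 5.20-fold higher, with 30.7% of its exon bases shared with another annotated gene. Impact was 2.23-fold higher in adult cells. Of 17 tested imprinted genes, 12 were higher in embryonic and 3 in adult cells, and 12 and 4 when adjusted over the list alone. The camera adjusted p was 3.2e-08 for the Lin28b list and 6.3e-06 for the imprinted list, and the adjusted p = 0.16 for both with an estimated correlation.

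Most cholesterol synthesis, mitochondrial respiration and ribosomal protein genes were higher in embryonic cells. Sqle, squalene epoxidase (chromosome 15, 59315077 to 59331192), was 15.5-fold higher at 112 ± 10.6 against 7.22 ± 1.48 CPM (adjusted p = 5.5e-08), Dhcr7 8.10-fold and Cyp51 2.29-fold, and 17 of 18 members of the list were higher in embryonic cells. In oxidative phosphorylation, 29 of 33 genes were higher in embryonic cells, among them Ndufb5 of complex I (3.14-fold), Sdhd of complex II (2.50-fold) and Uqcrc2 of complex III (2.26-fold). Atp5o of the ATP synthase was 2.80-fold higher, with 44.0% of its exon bases shared with other genes. Cycs, cytochrome c, was 1.97-fold higher in adult cells, at 4.20 ± 0.589 against 2.12 ± 0.174 CPM. Of 49 ribosomal protein genes, 40 were higher in embryonic cells, with Rpl4 3.81-fold higher at 718 ± 65.7 against 189 ± 3.78 CPM, Rps19 4.77-fold and Rpl14 3.96-fold. Ribosomal protein genes have many processed pseudogenes and reads shared with them were not counted, so these levels are uncertain. Adjusted over the list alone, the counts higher in embryonic cells were 17, 29 and 40. The median log2 fold changes were 1.35, 0.91 and 1.22, with camera adjusted p values of 8.0e-08, 1.2e-06 and 2.8e-07. With an estimated correlation the adjusted p = 0.16 for cholesterol synthesis and the adjusted p = 0.47 for each of the others. Among glycolysis genes, Ldha, lactate dehydrogenase A, was 2.21-fold higher with an adult mean of 1496 ± 122 CPM, Eno1 3.06-fold and Gpi1 2.39-fold in embryonic cells, and the glucose transporter Slc2a1 was 3.30-fold higher in adult cells. Of 15 members, 9 were higher in embryonic and 3 in adult cells, and 10 and 3 when adjusted over the list alone, and camera gave an adjusted p of 0.17.

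**Figure D2:**
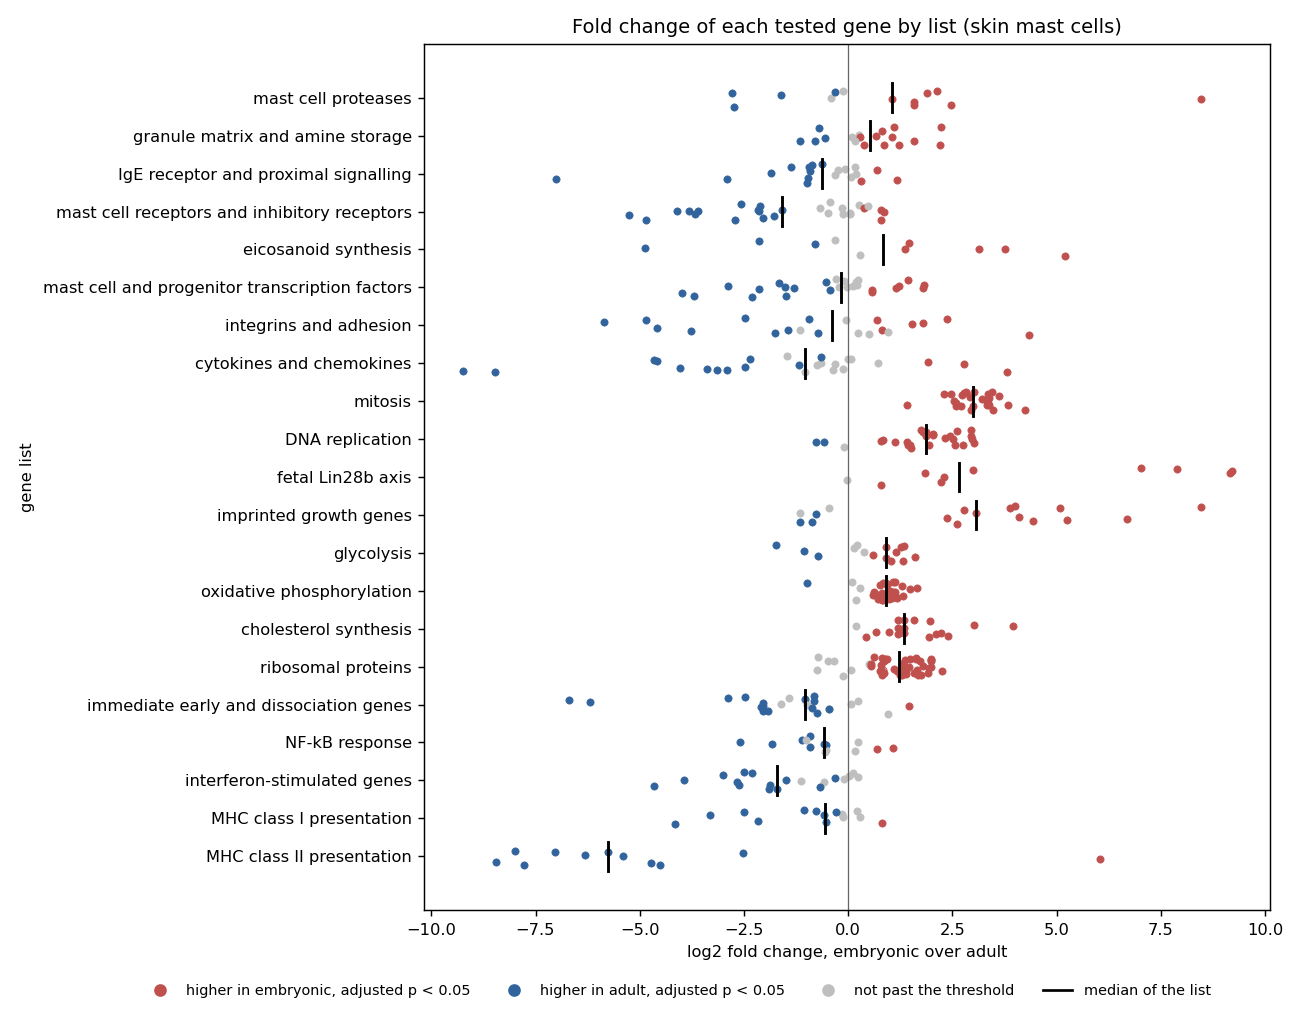
Log2 fold change of embryonic over adult for each tested gene (points) in 21 gene lists, with the list median as a vertical line. Red points were higher in embryonic and blue points higher in adult cells at an adjusted p under 0.05, and gray points did not pass. All 26 mitosis genes lie to the right of 0, and 10 of 11 MHC class II genes to the left.

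Most immediate early and stress genes were higher in adult cells. Egr1 (chromosome 18, 34859823 to 34864984) was 4.11-fold higher at 6491 ± 859 against 1578 ± 465 CPM (adjusted p = 4.2e-05), Atf3 104-fold at 1135 ± 348 against 10.9 ± 4.37 CPM, the chaperone Dnajb1 4.25-fold, Egr2 4.15-fold and Jund 3.81-fold. Dusp1, a phosphatase, was 2.06-fold higher in adult cells at 6622 ± 1367 against 3213 ± 1679 CPM (adjusted p = 0.049). That call was lost on leaving out any replicate except embryonic replicate 3 (adjusted p 0.050 to 0.15) and with genes of at least 1 count (0.17). The log2 fold change of Dusp1 was -1.20 to -0.78 in those fits, against -1.04 in the main fit. Btg2 was 2.74-fold higher in embryonic cells. Of 24 members, 15 were higher in adult cells and Btg2 alone in embryonic cells, also when adjusted over the list alone. Without embryonic replicate 1, 13 were higher in adult and 3 in embryonic cells. Camera gave the immediate early list an adjusted p of 0.0025, and the adjusted p = 0.65 with an estimated correlation. The summed CPM of the list was 16751, 19910 and 33212 in embryonic replicates 1, 2 and 3, and 43156, 52299 and 55738 in adult replicates 1, 2 and 3. Of 14 NF-kB response genes, 7 were higher in adult cells, such as Nfkb1 (3.54-fold) and Nfkbiz (1.46-fold), and 2 in embryonic cells, Birc3 (2.11-fold) and Nfkbie (1.62-fold), also when adjusted over the list alone. Camera gave the NF-kB list an adjusted p of 0.47.

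Most interferon-stimulated and antigen presentation genes were higher in adult cells. Irf7 was 6.12-fold higher at 50.5 ± 5.52 against 8.26 ± 0.694 CPM (adjusted p = 1.8e-07), Oasl2 25.4-fold, Trim30a 8.01-fold and Irf9 2.83-fold. Of 19 tested interferon-stimulated genes, 13 were higher in adult cells, also when adjusted over the list alone, with a camera adjusted p of 0.0024 and the adjusted p = 0.25 with an estimated correlation. In the MHC class I list, 9 of 14 genes were higher in adult and 1 in embryonic cells, also when adjusted over the list alone, with H2-T23 4.51-fold, H2-Q4 9.91-fold and the immunoproteasome subunit Psmb9 2.08-fold higher in adult cells. Erap1, which trims peptides, was 1.76-fold higher in embryonic cells, and camera gave the list an adjusted p of 0.17. In the MHC class II list, 10 of 11 genes were higher in adult cells, also when adjusted over the list alone, with a median log2 fold change of -5.76 (-6.41 without embryonic replicate 3). H2-DMa was 22.9-fold higher at 21.7 ± 10.5 against 0.955 ± 0.169 CPM and H2-DMb1 5.74-fold. Ciita, the class II transactivator, had 454 counts in adult and 3 in embryonic libraries, a ratio of 150 (95% counting interval 51.0 to 729), and all 3 embryonic counts were in replicate 3. Its fitted fold went from 130 to 1126 without that replicate and to 86.6 without embryonic replicate 1. H2-Oa was 65.8-fold higher in embryonic libraries, at 12.3 ± 0.746 against 0.174 ± 0.193 CPM, and 162-fold without adult replicate 1. The camera adjusted p of the list was 0.0041, and the adjusted p = 0.65 with an estimated correlation. Classical H2 genes are close paralogs, so their levels are uncertain. Summed CPM of the class II list was 3415 and 3011 in adult replicates 1 and 2 and 1158 in adult replicate 3, which also had the lowest sums of dendritic cell and fibroblast markers.

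Markers of other cells that skin or the gates could hold were read for each library. Dendritic and Langerhans cell markers were higher in adult libraries for 8 of 10 genes, and for 9 when adjusted over the list alone. Cd207 was at 53.9, 58.1 and 21.9 CPM in adult replicates 1 to 3 and at 0.0352 ± 0.0320 CPM in embryonic libraries, and Irf8 at 33.9 ± 19.8 against 0.554 ± 0.0626 CPM. Flt3 was at 9.87 ± 3.50 against 0.0835 ± 0.145 CPM, with all embryonic reads in replicate 3. Its fitted fold of 106 became 3327 without embryonic replicate 3 and 68.7 without embryonic replicate 1. The median log2 fold change was -5.89 (-7.29 without embryonic replicate 3), the camera adjusted p 0.0017, and the adjusted p = 0.60 with an estimated correlation. Of 11 tested macrophage and monocyte genes, 9 were higher in adult cells, among them Lyz2 at 124 ± 54.9 against 0.473 ± 0.336 CPM and Cd163 at 15.6 ± 2.77 against 0.0419 ± 0.0551 CPM, 320-fold higher and 999-fold without embryonic replicate 3. Cx3cr1 was the exception, higher in embryonic cells, and camera gave the list an adjusted p of 0.35. The counts were the same adjusted over the list alone.

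Erythroid genes were higher in embryonic libraries for all 7 tested members, also when adjusted over the list alone, with a median log2 fold change of 4.97. Hbb-bs was at 98.5 ± 41.8 against 3.10 ± 1.83 CPM, Hbb-bt at 35.8 ± 15.8 against 0.572 ± 0.252 CPM and Hba-a1, 22.5-fold higher (33.9-fold without adult replicate 1), at a mean of 33.3 against 1.44 CPM, with reads shared between globin copies not counted. The camera adjusted p was 0.0021, and the adjusted p = 0.58 with an estimated correlation. Keratinocyte genes summed to 80.1, 162 and 762 CPM in embryonic replicates 1, 2 and 3 and to 46.1 to 79.3 CPM in adult libraries. Krt1 was 256-fold higher in embryonic libraries but 80.5-fold without embryonic replicate 3, Lor went from 217-fold to 67.9-fold, and Krt10 from a log2 fold change of 5.25 to 3.67 (6.22 without adult replicate 1). The calls of Krt10 and Lor were lost without adult replicate 3, and that of Krt10 also without adult replicate 2, and with all libraries limma-voom did not call Lor (0.056) nor edgeR with genes of at least 1 count Krt10 (0.058). The log2 fold change of Krt10 was 4.86 without adult replicate 3 and 5.03 without adult replicate 2. That of Lor was 7.70 without adult replicate 3, against 7.76 with all libraries. Of 12 keratinocyte genes, 4 were higher in embryonic and 1 in adult cells, also when adjusted over the list alone (camera adjusted p = 0.47), against 6 and 0 without embryonic replicate 1, 4 and 3 without embryonic replicate 3, 2 and 1 without adult replicate 2 and 1 and 1 without adult replicate 3. Fibroblast genes summed to 540, 483 and 102 CPM in adult replicates 1, 2 and 3, and to 587 to 734 CPM in embryonic libraries. Col3a1 (291 ± 46.9 against 95.9 ± 61.5 CPM), Col1a1 (147 ± 9.81 against 53.6 ± 36.2 CPM) and Col1a2 (137 ± 3.97 against 83.4 ± 59.0 CPM) did not pass the main edgeR test, although DESeq2, limma-voom and edgeR without robust estimation called the first 2, and these passed toward embryonic cells without adult replicate 3, by 1.14 and 1.02 on the log2 scale, as Col1a1 did without adult replicate 1 (adjusted p = 0.031). Of 11 fibroblast genes, 1 was higher in each group, and adjusted over the list alone none passed, against 2 and 1 at an unadjusted p under 0.05, 4 and 1 with DESeq2 and 4 and 1 with limma-voom (camera adjusted p = 0.48). The fibroblast counts were 3 and 0 without adult replicate 1, and 3 and 1 without adult replicate 3. Leaving out any other library gave 1 and 0.

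**Figure D3:**
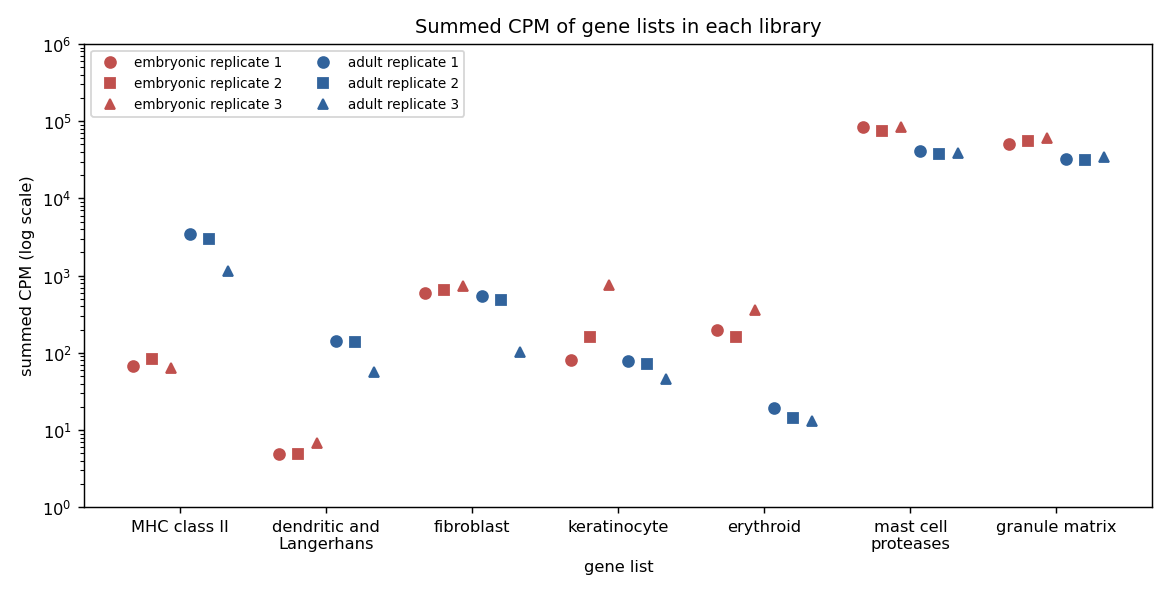
Summed CPM (log scale) of 7 gene lists in each embryonic (red) and adult (blue) library, with circles, squares and triangles for replicates 1, 2 and 3. Adult replicate 3 is at 1158 CPM for MHC class II, 57.0 for dendritic and Langerhans and 102 for fibroblast genes, below both other adult libraries, and embryonic replicate 3 is at 762 CPM for keratinocyte genes.

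Endothelial genes were higher in embryonic cells for 4 of 10 members, 3 adjusted over the list alone, with Pecam1 7.42-fold (24.0 ± 1.81 against 3.22 ± 1.19 CPM) and Egfl7 2.51-fold higher. The 2.50-fold call of Kdr was lost without embryonic replicate 3 and without any adult replicate. The log2 fold change of Kdr was 0.95 to 1.57 in those fits, against 1.32 in the main fit. Melanocyte genes were higher in embryonic cells for 3 of 6 members, 2 adjusted over the list alone. Pmel was 4.86-fold higher, and the call of Dct (14.9 ± 4.23 against 2.59 ± 2.10 CPM) was lost on leaving out any replicate except adult replicate 3, and with all libraries under RLE scaling (0.063), upper quartile scaling and genes of at least 1 count (0.15). The log2 fold change of Dct was 2.41 to 2.98 in the fits that lost its call, against 2.51 in the main fit. Sox10 was at 4.95 ± 1.35 against 1.91 ± 1.36 CPM and did not pass with edgeR on all libraries (DESeq2 and limma-voom called it, as did edgeR with genes of at least 1 count, with the replicate as a block, and without adult replicate 2 or 3). Camera gave adjusted p values of 0.26 for endothelial and 0.26 for melanocyte genes. Of 7 tested T cell genes, 3 were higher in embryonic cells and Cd4 in adult cells, at 6.11 ± 2.94 against 0.101 ± 0.0158 CPM, also when adjusted over the list alone. At an unadjusted p under 0.05 the counts were 3 and 3, and of 8 genes tested without embryonic replicate 2 or without adult replicate 3 they were also 3 and 3. Cd3e and Cd8a, named after their values were seen and not tested, had 1 and 0 counts in embryonic and 42 and 14 in adult libraries. Adult replicate 1 held 24 of the adult Cd3e counts, and adult replicate 2 held 12 of the adult Cd8a counts. Cd3g was 11.6-fold higher in embryonic cells at 2.49 ± 0.342 CPM, and 20.1-fold without adult replicate 1, and Bcl11b 4.21-fold. Type 2 innate lymphoid genes Il7r (5.88-fold) and Gata3 (4.56-fold) were higher in adult cells, 2 of 7 also when adjusted over the list alone, and Icos did not pass at 6.04 ± 0.490 against 5.64 ± 2.04 CPM. Camera gave adjusted p values of 0.96 for T cell and 0.39 for type 2 innate lymphoid genes, whose medians (0.08 and 0.10) and means (-0.26 and -0.32) differ in sign. Over the same 7 genes the T cell median was -0.12 without embryonic replicate 1 and -0.12 without adult replicate 3, so its sign rests on single libraries.

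Basophil genes were split, with 2 of 6 higher in each group, also when adjusted over the list alone (camera adjusted p = 0.43): Prss34 in embryonic cells, Fcer1a in adult cells, and Cd200r3 at 403 ± 21.7 and 392 ± 54.6 CPM without passing. Eosinophil genes Il5ra (2.73-fold) and Siglecf (4.02-fold) were higher in embryonic cells, and Prg3 had 1358 counts in embryonic and 3 in adult libraries, a ratio of 457 (95% counting interval 156 to 2219). The fitted fold of Prg3 went from 403 to 261 without adult replicate 1 and to 770 without adult replicate 3. Of 4 tested eosinophil genes, 3 were higher in embryonic and 1 in adult cells, also when adjusted over the list alone. Only 1 neutrophil gene, Mpo, was tested (0.160 ± 0.138 and 0.244 ± 0.152 CPM, not past the test, also alone), and Cxcr2 and S100a9 lay below 0.1 CPM on average in both groups. Of 3 tested B cell genes, Cd79b was higher in embryonic cells at 6.97 ± 0.537 against 0.0490 ± 0.0635 CPM, Cd79a was higher in adult cells at 0.455 ± 0.155 against 0.0749 ± 0.0441 CPM, and Ebf1 did not pass, also when adjusted over the list alone. The fold of Cd79b went from 126 to 454 without adult replicate 1. Itga2b, a platelet integrin also made by mast cells, was 13.6-fold higher in adult cells at 952 ± 155 against 69.9 ± 32.4 CPM. Gp1ba was at 74.6 ± 5.55 and 62.7 ± 6.87 CPM and did not pass, except without embryonic replicate 2 or adult replicate 2. Of 6 tested megakaryocyte genes, 3 were higher in adult and 1 in embryonic cells, also when adjusted over the list alone (camera adjusted p = 0.95, direction up against a median of -1.66 and a mean of -0.21). Without embryonic replicate 2 or without adult replicate 2, 2 were higher in each group. With DESeq2, and without adult replicate 1 or 3, 2 were higher in adult and 1 in embryonic cells.

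Among 10 tested stem and progenitor genes, 5 were higher in embryonic cells, such as Cd34 (4.19-fold, 72.2 ± 13.9 against 17.2 ± 3.57 CPM) and Myb (1.48-fold), and 3 in adult cells, led by Ly6a, which encodes Sca-1, 45.3-fold higher against an embryonic mean of 4.82 ± 1.52 CPM. The counts were the same adjusted over the list alone, the camera adjusted p was 0.67, and the median (0.68) and mean (-0.18) differ in sign. Of 7 tested skeletal muscle genes, 1 was higher in each group, also when adjusted over the list alone (camera adjusted p = 0.86, direction up against a median of -1.21 and a mean of -0.51). Over the same 7 genes the muscle median was 0.23 without adult replicate 1. With 8 genes tested, 3 were higher in embryonic and 1 in adult cells without that library, and 2 and 3 without adult replicate 3. Leaving out embryonic replicate 2 or adult replicate 2 gave 2 and 1. Acta1 (0.755 ± 0.364 and 5.09 ± 6.90 CPM), Mylpf (3.51 ± 0.550 and 1.79 ± 1.30 CPM) and Des (0.736 ± 0.137 and 2.19 ± 2.73 CPM) did not pass the main edgeR test, and adult replicate 1 held 26.4 CPM of the list against 5.77 and 1.92 CPM in the other adult libraries. Acta1 passed without adult replicate 3 and without robust estimation, Des without adult replicate 3 and with genes of at least 1 count, and Mylpf without adult replicate 1, with genes of at least 1 count and with the replicate as a block. Of 6 Schwann cell genes, Cnp was 2.08-fold higher in embryonic cells, and 2 were higher in adult cells, among them Mbp (2.01-fold). These counts were the same adjusted over the list alone, and camera gave an adjusted p of 0.81. With DESeq2, with limma-voom and without adult replicate 3, 2 Schwann cell genes were higher in embryonic and 3 in adult cells. The counts were 2 and 2 without adult replicate 2, and 1 and 3 without embryonic replicate 2. Of 35 lists that camera tested, 16 passed, 9 toward embryonic and 7 toward adult cells. With a correlation estimated from each list, none passed, 6 had an unadjusted p under 0.05, and fry, which tests whether the genes of a list move one way on balance, called 29.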

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

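The fit without embryonic replicate 3 and adult replicate 3 was chosen after seeing the data. With all libraries 9519 genes changed, 4722 higher in embryonic and 4797 higher in adult cells. Requiring a 2-fold change left 5744 genes (2601 and 3143), and testing against a 2-fold change with glmTreat left 3936 (1703 and 2233), since both ask for more. Under all other settings the counts stayed within 1.5 times. Leaving out a replicate gave 8796 to 9221 changed genes (4333 to 4601 higher in embryonic and 4441 to 4620 higher in adult), leaving out both of these replicates 9021, DESeq2 9426 and limma-voom 9682. No gene called in both the main and an alternative fit changed direction. Same-numbered libraries did not deviate together (correlations -0.12, -0.08 and -0.13), so the numbers do not pair them, and the fit with a replicate block called 8848 genes. Camera called 16 lists, 15 or 16 on leaving out a replicate, 20 with genes of at least 1 count (among them proteases, integrins and glycolysis, at 0.038, 0.046 and 0.038), 18 with limma-voom (with glycolysis and macrophage genes, at 0.047 each), 0 with an estimated correlation (6 at an unadjusted p under 0.05) and 29 with fry. Of the 16 lists, 15 stayed under 0.05 in every setting except the estimated correlation, and the granule matrix list reached 0.079. Of 171 named genes tested, 158 kept their call in each of the 15 settings that tested them (2561 comparisons in all), 5 lost it in at least 1 setting (Dusp1, Krt10, Lor, Kdr, Dct), 8 gained it and none changed direction past the threshold. Under the replicate block Krt10, Kdr and Dct lost their call, and Col1a1, Sox10 and Mylpf gained one. The gap between the lowest within-group and the highest between-group Spearman correlation was 0.111, 0.152 over genes with at least 1 CPM in 3 libraries and 1.13 over the 500 most variable genes, which are chosen for differing. Depth limits the folds of genes with few counts in a group, such as Lin28b.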

Other observations

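The tests on MHC class II and immediate early genes, the test of scaling and the counts over other splits of the libraries were chosen only after the result was seen, and those on gene length and GC content before.

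Sex-linked genes, a list not described so far, were mixed within libraries. Xist, expressed from the inactive X chromosome, was at 24.2, 114 and 79.4 CPM in embryonic replicates 1 to 3 and at 63.2 to 96.6 CPM in adult libraries. Y-linked Ddx3y was at 62.7, 9.24 and 92.1 CPM in embryonic replicates 1 to 3 and at 137 to 178 CPM in adult libraries, so each library held RNA of both kinds. Of the 5 sex-linked genes, none differed between groups with edgeR, at an unadjusted p under 0.05 or with DESeq2, and 1 did with limma-voom. Without embryonic replicate 2 edgeR called 1 of them higher in each group.

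MHC class II genes were higher in adult cells for 10 of 11 members, and these genes varied between adult libraries. Over the 10 genes the median ratio of adult replicate 3 to the mean of adult replicates 1 and 2 was 0.358 (quartiles 0.324 to 0.403), against 0.492 for the 8 dendritic and Langerhans markers higher in adult, 0.538 for 9 macrophage and monocyte genes, 0.219 for fibroblast genes, 0.994 for mast cell proteases and 1.01 for IgE receptor genes. RNA from dendritic or Langerhans cells may account for part of the class II signal, but the drop is shared by markers of other cells, so the source is not settled and the pattern rests on 1 library; Cd207, Irf8 and Flt3, the most abundant markers, averaged 44.6, 33.9 and 9.87 CPM, no gene is on both lists, and a gate on c-Kit, already used, would remove cells without it. An even level in the adult mast cells themselves would put the ratio among those of random lists matched on CPM, and it lay at percentile 0 of 10000 such lists (central 95% 0.928 to 1.14), but adult replicates 1 and 2 did not differ beyond such lists (ratio 1.11, central 95% 0.881 to 1.14), so 1 library carries the departure and an even level in other libraries stays open. A difference between embryonic and adult mast cells in age or origin also stays open, untested.

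Immediate early genes were higher in adult cells for 15 of 24 members. RNA from dendritic or Langerhans cells would lower these genes in adult replicate 3, and their median ratio there was 1.17 (quartiles 0.940 to 1.31), but 1 library decides nothing and this explanation stays open. A response to the extra digestion step of adult skin could not be told apart from the group, because only adult skin had it. All 24 genes were higher in embryonic replicate 3 than in the mean of embryonic replicates 1 and 2, and across genes, which are not independent, the difference correlated with the log2 fold change of adult over embryonic with a Spearman rho of 0.330 (95% bootstrap interval -0.07 to 0.62). Embryonic replicate 3 enters both sides, and 10000 random lists matched on CPM gave -0.53 to 0.33 (central 95%), so this value decides nothing, and age and origin stay open, untested.

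Oxidative phosphorylation and ribosomal protein genes were higher in embryonic cells, with medians of 0.91 and 1.22. Removing the trend of fold change with exon length left medians of 0.868 ± 0.0709 (bootstrap SE) and 1.14 ± 0.164. Removing that with GC content left 0.908 and 1.20 ± 0.164. Both results argue against exon length, as deposited, or GC content as the whole cause. That length joins all exons of a gene (4685 bases for Rps19) and need not be the length of its transcripts. Transcript length stays open, untested. The lowest median over TMM, RLE and upper quartile scaling was 0.898, but these scalings put the median of all genes at -0.02, -0.02 and -0.04, too close to each other to test scaling, which stays open. Reads shared with pseudogenes, which were not counted, and a difference in RNA content per cell stay open, as do age and origin, untested.

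The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 9519 genes, 4722 higher in embryonic and 4797 higher in adult cells, and the highest count of any other split was 0 with edgeR (up to 194 at an unadjusted p under 0.05, and 0 with limma-voom), so 1 of the 10 splits gave as many for each count. Each other split mixes 2 libraries of a group with 1 of the other on both sides, which keeps part of the group difference between the sides and adds the rest to the spread within them, so none is a comparison without change. For gene lists the real split gave 16 with camera at the preset correlation and the highest other split 20, and 4 of the 10 splits gave at least 16, which for the same reason decides nothing.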
